A study of Arabidopsis thaliana with 18 samples.

How the data were processed

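The series holds 18 samples of Arabidopsis thaliana (Col-0) seedlings whose RNA was labelled with 5-ethynyl uridine, a uridine analogue that can be captured by click chemistry, and then chased with uridine for 6 different times, with 3 replicates at each. Per the labels' protocols, poly(A) RNA was isolated, labelled RNA was captured from it, a labelled spike-in RNA was added for normalization and libraries were made with a ScriptSeq v2 kit. Both tables of the series were read. The authors' count table holds whole-number read counts per gene. Per the file headers, these counts were made with featureCounts 1.5.2 from TopHat alignments to the TAIR10 genome, with TAIR10 gene models to which a luciferase sequence had been added. The TopHat version and the filtering of the reads before alignment are not stated. Per the same header, a read that overlapped several genes was counted for each of them, no strand option was set, and the option that counts multi-mapping reads was not set. Overlapping and antisense genes therefore share reads in this table, and near-identical gene copies can lose reads. The second deposited table holds a normalized signal per gene and library. In the 3 columns read here, each of its values was the raw count multiplied by 1 factor per library, and that factor times the luciferase count of the library was 4739 in all 3. The authors' normalization in these columns is thus scaling to equal luciferase counts, although the labels say only that a spike-in was used. The luciferase row and 6285 of the 32833 genes are not in the normalized table. The genes left out had 27 counts in all over the 3 libraries, and the filter that removed them is not stated.

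Samples were grouped by the time point and replicate number in their titles. Columns of the tables were given to samples only where a label of the sample quotes the column's name. This held for the 3 libraries taken after 24 h of chase. The other 15 columns of per-sample values carry codes that no label ties to a time point. They were not used in any step, because reading the codes in numerical order would have been a guess. The libraries of the earlier time points were therefore not analysed here, no time points were compared, and no decay rate or half-life was computed. The analysis fixed for this case before the data were examined was followed: levels, depth and replicate spread of the group that could be mapped, with no test between groups. With 1 group, the tests of change over chase time, of decay slopes, of gene families in those slopes, of intron-containing against intronless genes and of isoforms could not be run.

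From the counts, the luciferase row was set apart as spike-in and never entered a library total of endogenous genes. CPM is a gene's count over the endogenous total of its library, times 1000000. No row without a gene name was present. Means are given with the sample standard deviation over the 3 replicates. The coefficient of variation (CV) is the standard deviation over the mean. Correlations between libraries were taken across genes on log2(CPM + 1), and genes are not independent replicates. Shares of counts in a single library have 95% Wilson confidence intervals. A count of 0 was read as allowing up to 3 counts. These intervals and limits cover counting error only, because reads without molecular identifiers are not independent molecules. The named genes are the 10 with the highest mean CPM, a rule written before the data were examined. The gene families were also fixed then, by the start of the gene symbol.

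Gene positions are those of the count table (TAIR10, counted from 1). Symbols came from a RefSeq gene table of assembly TAIR10.1, in which 32548 of the 32833 loci were found by locus tag. Of these, 99.95% had the same start and end there as in the count table, so the TAIR10.1 sequence was used to compute the GC content of exons of nuclear genes. Chloroplast- and mitochondrion-encoded genes were those on the sequences named Pt and Mt. Exons of a gene were merged into blocks, and a pair of genes was called overlapping when blocks shared at least 1 base. TMM factors came from edgeR 4.0.16 in R 4.3.3. All else was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

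Missing genes were examined by setting each library against the other 2. The reads expected for a gene in a library were its mean CPM in the other libraries times the library's endogenous total, for genes with a count in both of those. A variance factor per library, the excess of its count variance over that of independent reads, was fitted from squared differences in CPM between libraries over genes with 50 to 300 mean reads. This fit was tested on simulated data with known factors, in 20 draws per setting over 8383 to 8566 genes. With 6 reads per fragment in replicate 1 and 12 in replicates 2 and 3, the recovered factor was 0.834 to 1.20 times the true one in replicate 1, 0.600 to 1.24 times in replicate 2 and 0.893 to 1.08 times in replicate 3. With only 3 reads per fragment in replicate 2, its factor came out at 0.0267 to 1.85 times the true one, so the fit does not resolve small factors in that library. With independent reads, for which the factor is 1, the highest value recovered was 1.55 in replicate 1, 3.28 in replicate 2 and 1.64 in replicate 3. For comparison of libraries at 1 depth, counts were thinned at random to the smallest endogenous total, with 20 draws. The alternatives tried were a minimum mean of 10 counts, the authors' normalized values in place of CPM, library totals without the 10 most abundant genes, nuclear genes only, TMM scaling, and leaving out each replicate in turn.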

Results

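Newly made poly(A) RNA of whole Arabidopsis seedlings was labelled with 5-ethynyl uridine, the label was chased with an excess of uridine, and the RNA that still carried label was captured and sequenced. The series comprised 18 samples in 6 groups of 3 replicates, taken after 0, 1, 2, 6, 12 and 24 h of chase. The design sets the later time points against 0 h to follow the loss of labelled transcripts. That comparison was not analysed here, because only the columns of the 24 h group could be tied to their samples. The results below describe the RNA captured in the 3 libraries of the 24 h group, and how far its replicates differed. All 18 samples came from labelled seedlings, so the capture of RNA without label could not be measured.

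The 3 libraries differed in depth. Replicate 1 had 3449707 counts, replicate 2 had 11142709 and replicate 3 had 3419128, each including the luciferase spike-in. At these depths a gene without a read could still stand at up to 0.872 CPM in replicate 1, 0.270 CPM in replicate 2 and 0.879 CPM in replicate 3. These limits assume independent reads, and the missing genes described below show that higher levels can go without a read. The spike-in row, a sequence of 6308 bases, received 10311 counts in replicate 1, 16962 in replicate 2 and 5065 in replicate 3. This was 0.299% of all counts in replicate 1 (95% Wilson interval 0.293 to 0.305%), 0.152% in replicate 2 (0.150 to 0.155%) and 0.148% in replicate 3 (0.144 to 0.152%).

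Because the spike-in was meant as the common reference, endogenous counts were set against luciferase counts. The result is called endogenous reads per luciferase read here. A read that overlapped several genes enters the endogenous counts once for each, so the value is higher than a ratio of reads. This ratio depends on the RNA captured and on the spike-in added alike. The ratio was 334 in replicate 1, 656 in replicate 2 and 674 in replicate 3, with a mean of 555 ± 192 (SD, n = 3). The spread came from replicate 1, whose ratio was 0.502 times the mean of the other 2. Without replicate 1 the mean was 665. The alternative settings that kept all 3 libraries moved the mean by less than 1 SD, and the largest shift was to 492 when the 10 most abundant genes were left out. The authors' factors carried this ratio into the normalized table, where the values of all genes summed to 1580813 in replicate 1, 3108510 in replicate 2 and 3194419 in replicate 3.

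**Figure D1:**
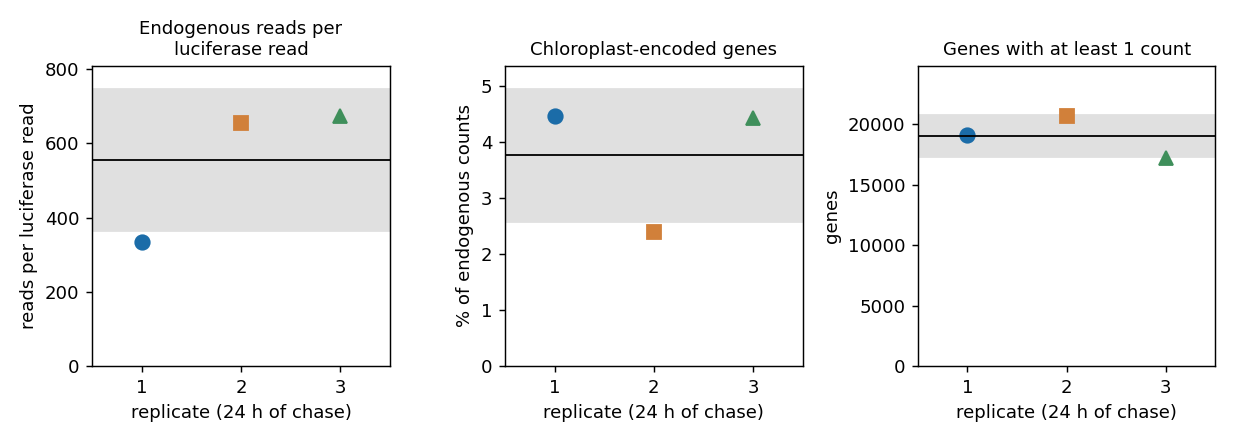
Endogenous reads per luciferase read, percent of endogenous counts on chloroplast-encoded genes, and number of genes with at least 1 count, for the 3 libraries taken after 24 h of chase (points), with the mean (line) and 1 SD on either side (grey band). Replicate 1 stands lowest in reads per luciferase read at 334, replicate 2 lowest in chloroplast share at 2.40%, and replicate 3 lowest in genes detected at 17199.

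Of 32833 genes, 15938 had at least 1 count in all 3 libraries, 3128 in exactly 2, 2904 in 1 only and 10863 in none. Replicate 1 detected 19089 genes, replicate 2 detected 20686 and replicate 3 detected 17199. Replicates 1 and 3 had nearly equal depth and differed in the genes they detected. Without replicate 3, 18210 genes were detected in both remaining libraries.

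Pearson's correlation of log2(CPM + 1) across genes was 0.942 between replicates 1 and 2, 0.902 between 1 and 3 and 0.903 between 2 and 3. The replicates differed by far more than counting noise. A chi-square statistic of the counts of 2 libraries over genes, divided by its degrees of freedom, was 33.2 for replicates 1 and 2, 33.2 for 1 and 3 and 49.3 for 2 and 3, against 1 for sampling noise alone. No pair agreed within sampling noise, so none was treated as a second deposit of the same library. The statistic does not show whether libraries came from separate seedlings, which rests on the labels.

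The median CV of a gene's CPM was 55.7% over the 21970 genes with a count, and 45.0% over the 18048 genes with a mean of at least 10 counts. It fell with abundance, from 73.0% for the 8839 genes with a mean of 10 to 100 counts to 31.3% for the 8293 genes with 100 to 1000 and 27.4% for the 916 genes with 1000 or more. Between pairs of libraries, the median CV over genes with a count was 35.8% for replicates 1 and 2, 51.1% for 1 and 3 and 50.8% for 2 and 3. These values are compared with each other only, because a CV over 2 libraries is smaller by construction than one over 3. Scaling to the spike-in widened the spread among these replicates. Over genes with a mean of at least 10 counts the median CV was 60.0% under spike-in scaling and 44.5% under TMM scaling. Of the 18048 genes, 2932 (16.2%) had a lower CV under spike-in scaling than in CPM.

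Genes without a read were far more frequent than the depth would give if reads were independent. Among 2305 genes for which the other libraries predicted 10 to 20 reads in replicate 3, 689 had 0 counts, or 29.9% (95% Wilson interval 28.1 to 31.8%), while a Poisson distribution would leave 0.000507%. Of 1693 such genes in replicate 1, 209 had 0 counts, or 12.3% (10.9 to 14.0%). Of 368 such genes in replicate 2, 48 had 0 counts, or 13.0% (9.98 to 16.9%). In replicate 2 the expectation was poor, since these genes had 46.5 reads on average where 15.6 were expected.

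**Figure D2:**
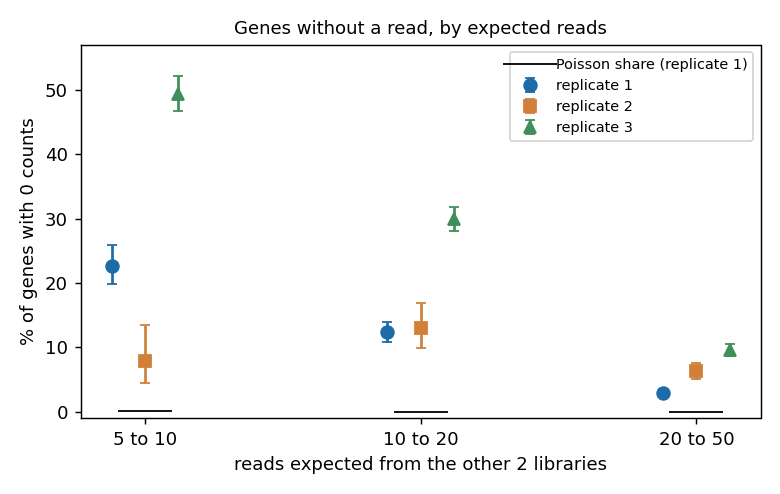
Percent of genes with 0 counts in a library (vertical axis) against the reads expected there from the mean CPM of the other 2 libraries (horizontal axis, 3 classes). Points are the 3 replicates of the 24 h group, bars are 95% Wilson intervals and black dashes the Poisson share computed for replicate 1. At 10 to 20 expected reads, replicate 3 stands at 29.9% and replicate 1 at 12.3%, both far above the Poisson share.

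The 10 most abundant genes took 13.0% of the endogenous counts in replicate 1, 12.1% in replicate 2 and 9.44% in replicate 3, a mean of 11.5 ± 1.85% (SD, n = 3). The reads shared by CWLP and AT3G22121, described below, enter this share for both genes. Of these 10 genes, 6 were in the top 10 of every library. The highest mean belonged to EXT4 (AT1G76930; TAIR10 chromosome 1, 28895301 to 28897120, minus strand, 3 exon blocks), an extensin of the cell wall, with 31502 ± 12518 CPM (SD, n = 3). Its value ranged from 18977 CPM in replicate 3 to 44014 CPM in replicate 2. TCTP (AT3G16640; chromosome 3, 5669317 to 5670842, minus strand, 4 exon blocks) followed with 27358 ± 5778 CPM. The difference between these genes was smaller than the replicate spread, and TCTP was the higher one in replicates 1 and 3. DI19 (AT1G56280; chromosome 1, 21072855 to 21074877, minus strand, 6 exon blocks) stood at 10297 ± 2195 CPM.

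EXT3 (AT1G21310; chromosome 1, 7453245 to 7455009, minus strand, 2 exon blocks) stood at 9197 ± 3772 CPM (SD, n = 3), and like EXT4 it was highest in replicate 2, at 13488 CPM. EXT3 shares 483 exonic bases with AT1G21313 on the other strand, so reads in that stretch were counted for both. GRP3S (AT2G05380; chromosome 2, 1966610 to 1968142, plus strand) had 7545 ± 1333 CPM. CAB1 (AT1G29930; chromosome 1, 10477885 to 10479114, plus strand, 1 exon block) had the smallest spread of the 10 genes, with 7440 ± 133 CPM and a CV of 1.78%. RBCS1A (AT1G67090; chromosome 1, 25048158 to 25049667, minus strand, 3 exon blocks) had 5095 ± 423 CPM and a CV of 8.31%. On the authors' normalized scale the CV of CAB1 was 34.6% and that of RBCS1A was 30.3%. CAB1, RBCS1A and the extensins belong to families with very similar copies or repeats, so their counts are uncertain to the extent that multi-mapping reads went uncounted. CAB1 also shares 108 exonic bases with AT1G29940, which had 238 counts in replicate 1.

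CWLP (AT3G22120; chromosome 3, 7794758 to 7796460, minus strand) and the long non-coding RNA AT3G22121 (7794956 to 7796327, plus strand) had identical counts, 29686 in replicate 1, 51320 in replicate 2 and 12453 in replicate 3. All 1372 exonic bases of AT3G22121 lie within CWLP, so the table cannot assign these reads to either strand. Their level was 5630 ± 2643 CPM each (SD, n = 3). Among the 10 genes, these were the ones with a smaller CV after spike-in scaling, 10.6% on the authors' normalized scale against 46.9% in CPM. The chloroplast gene ATCG00020 (sequence Pt, 383 to 1444, minus strand) had 5392 ± 2589 CPM, with 2451 CPM in replicate 2 against 7328 CPM in replicate 1 and 6398 CPM in replicate 3.

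**Figure D3:**
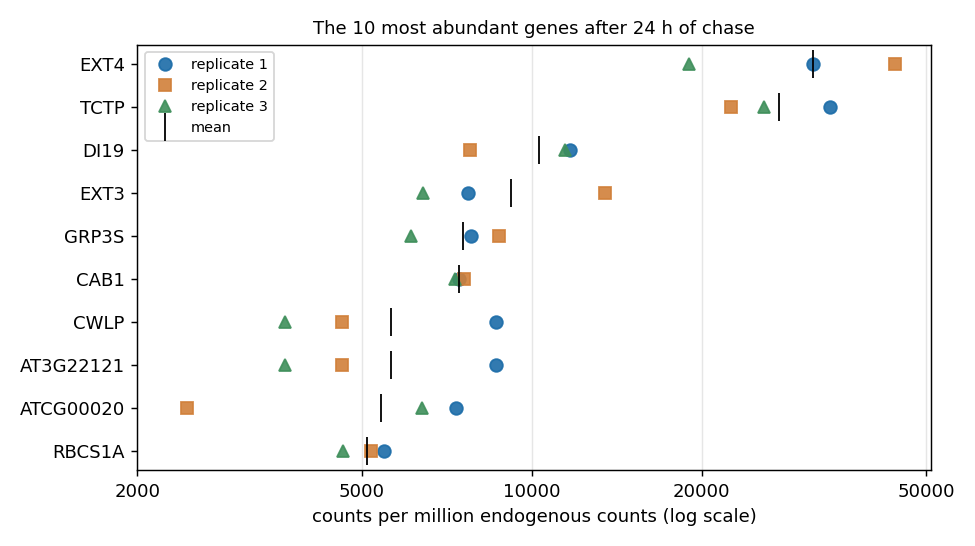
CPM (log scale) of the 10 genes with the highest mean, in the 3 libraries taken after 24 h of chase, with the mean as a vertical bar. The replicates of CAB1 lie within 7311 to 7576 CPM, while those of EXT4 reach from 18977 to 44014 CPM.

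Organelle-encoded transcripts were present in the captured poly(A) fraction. The 133 chloroplast-encoded genes took 4.47% of endogenous counts in replicate 1 (95% Wilson interval 4.45 to 4.49%), 2.40% in replicate 2 (2.39 to 2.41%) and 4.44% in replicate 3 (4.42 to 4.46%), a mean of 3.77 ± 1.19% (SD, n = 3). The 152 mitochondrion-encoded genes took 0.324%, 0.288% and 0.316% in replicates 1, 2 and 3, a mean of 0.310 ± 0.0188%. The mitochondrial share varied by 6.08% of its mean between replicates and the chloroplast share by 31.5%.

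The gene families chosen in advance differed widely in their share of the endogenous counts at 24 h, and no other time point was set against these levels. The 13 light-harvesting genes with LHCA or LHCB symbols summed to 11423 ± 1061 CPM (SD, n = 3). This sum leaves out CAB1, a light-harvesting gene under another symbol, which alone had 7440 CPM, so it understates that family. The 44 genes with RPL or RPS symbols summed to 5752 ± 307 CPM. In CPM both sums fell from replicate 1 to replicate 3, LHCA and LHCB genes from 12604 through 11115 to 10551 CPM and RPL and RPS genes from 6080 through 5706 to 5471 CPM. This order held under TMM scaling. Under spike-in scaling, which lowers all genes of replicate 1 by 1 common factor, replicate 1 moved from highest to lowest while replicate 2 stayed above replicate 3. The values were then 7958, 13799 and 13461 for LHCA and LHCB genes and 3839, 7084 and 6981 for RPL and RPS genes in replicates 1, 2 and 3. The 67 WRKY transcription factor genes summed to 1774 ± 512 CPM and the 18 HSP genes to 1894 ± 628 CPM. These 2 sums rose from replicate 1 to replicate 3 in CPM and under TMM and spike-in scaling alike. In CPM, the rise was for WRKY genes from 1315 through 1681 to 2326 CPM and for HSP genes from 1280 through 1865 to 2536 CPM. The 24 auxin-response genes with IAA symbols summed to 613 ± 86.2 CPM and the 24 genes with ERF symbols to 518 ± 45.6 CPM. The ERF symbols include ERF1-2 (AT1G12920), with a mean of 77.7 CPM. A match of symbols does not show that these genes belong to 1 family. The 16 SAUR genes summed to 37.6 ± 1.46 CPM, and 11 of them had no count in any of the 3 libraries. With independent reads this would allow the levels given above for a gene without a read. Genes with 10 to 20 expected reads were missing as well, 29.9% of them in replicate 3, so higher levels are not ruled out.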

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

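The values were recomputed under those alternatives fixed before the data were examined that apply to each. The median CV was also recomputed under TMM scaling, which was chosen after seeing the data for this purpose, as were the sums of the gene families, which were also set on the spike-in scale. Nuclear genes only were used for the reads per luciferase read alone. Of 96 alternative values, 88 stayed within the replicate spread, the confidence interval of a median, or 1.5 times a count, and 8 did not. Of these 8, 3 are the median CV with 1 replicate left out, which is smaller by construction, and 5 come from other alternatives. The median CV of CPM over genes with a count went from 55.7% to 45.0% when genes needed a mean of at least 10 counts. That setting leaves 18048 of the 21970 genes and removes the least abundant, and the CV fell with abundance among the genes kept. It went to 69.4% on the authors' normalized values, which also carry the difference between libraries in luciferase counts. It was 55.2% under TMM scaling and 55.5% with library totals that left out the 10 most abundant genes. Across the 3 fits that each left out one replicate it ran from 35.8% without replicate 3 to 51.1% without replicate 2. A CV over 2 libraries is smaller by construction than one over 3, so these are comparable with each other and not with 55.7%.

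The share of mitochondrion-encoded genes was 0.310%, and 0.350% when the 10 most abundant genes were left out of the total, a shift that follows from the smaller total. The chloroplast share, the share of the 10 most abundant genes, the number of genes detected in every library and the endogenous reads per luciferase read moved by less than their limits under the alternatives computed for them. Among the 10 named genes, 2 of 60 alternative values moved, both upward and both from leaving the 10 most abundant genes out of the total. These were CAB1 and RBCS1A, the genes with the smallest replicate spread, so that a change of the total that is common to all genes exceeded 1 SD only for them.

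No paired analysis was possible because only 1 group was mapped to its samples, and replicate numbers can pair samples only between groups. The alternatives planned for the comparisons of time points, decay slopes, gene families in those slopes, intron-containing genes and isoforms were not run for the same reason. Depth limits what a count of 0 shows, to 0.872 CPM in replicate 1, 0.270 CPM in replicate 2 and 0.879 CPM in replicate 3. The genes missing at 10 to 20 expected reads go beyond this limit, since the expected reads already take the depth into account.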

Other observations

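The tests of counting noise and of reads shared between overlapping genes were chosen only after the result was seen, and the test of amplified fragments was split by replicate after its result was seen. No biological explanation was tested for any of these patterns, since the libraries used belong to 1 group.

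Genes predicted to have 10 to 20 reads were missing from a library in at least 12.3% of cases, in replicate 1, and in 29.9% of cases in replicate 3. Counting noise of independent reads is argued against by the Poisson shares, all under 0.001%. Sequencing depth is already part of the reads expected, and the shares were not recomputed at equal depth. As the source of the differences between libraries in genes detected, depth is argued against. After thinning to 3414063 endogenous counts, replicate 2 still detected 20218 genes on average, replicate 1 detected 19085 and replicate 3 detected 17199, so that the highest exceeded the lowest by 17.6%. Gene length and GC content as whole causes are argued against, because the genes missing were spread over all tertiles. The tertile with the fewest missing genes still had 0.789 times the overall share for length and 0.780 times for exonic GC content, each in the library where this was lowest. The share missing was nevertheless highest in the shortest and in the lowest-GC tertile of every library. For length, it was 17.3% in the shortest against 9.73% in the longest tertile in replicate 1. It was 16.3% against 10.6% in replicate 2 and 31.4% against 27.3% in replicate 3. A partial role of either feature is thus left open.

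A candidate explanation is that few captured RNA fragments entered each library and were amplified into many reads each. Under it, the variance between libraries of well-covered genes predicts how many fragments stand behind weakly covered ones. That variance also holds any difference in expression between the replicates, which could leave genes without reads as well. Agreement between the 2 routes to a fragment number therefore does not single out amplified fragments. The variance factor fitted on 8555 genes with 50 to 300 mean reads was 7.41 for replicate 1, 33.8 for replicate 2 and 19.0 for replicate 3. The factors of replicates 2 and 3 lie above the factor of the highest simulated setting, 12 reads per fragment, so the fit was not tested at their size. For genes with 10 to 20 expected reads the fitted factors gave 2.02 fragments per gene in replicate 1 and 0.775 in replicate 3. The share of missing genes, taken on its own, gave 2.09 and 1.21 fragments. The 2 routes do not measure quite the same quantity. The factor exceeds the mean reads per fragment where fragments give unequal numbers of reads, and the variance then gives fewer fragments. The ratio farther from 1 was 0.641, in replicate 3, inside the 2-fold limit set beforehand, and replicate 1 had more fragments than replicate 3 by both routes. The limit and a common order had been set for all 3 libraries, and neither was met. Replicate 2 had a ratio of 0.227, with 0.463 fragments by the variance and 2.04 by the missing genes, so that it ranked below replicate 3 by the first and above it by the second. For replicate 2 this does not decide, because its weakly covered genes had 46.5 reads where 15.6 were expected. The reads per fragment implied by the missing genes also rose with the expected reads, from 10.7 through 12.2 to 14.2 in replicate 3 and from 5.13 through 7.16 to 9.54 in replicate 1, where 1 constant value would be the simplest form. This rise does not decide, because the expectation was too low in the lowest class. At 5 to 10 expected reads, the means observed and expected were 10.3 and 7.60 in replicate 1. They were 9.68 and 7.54 in replicate 3. At 20 to 50 expected reads they were 32.0 and 33.8 in replicate 1 and 37.4 and 33.4 in replicate 3. Whether the hypothesis holds for replicates 1 and 3, in full or in part, is left open. Duplicate rates from the reads would test it directly. If the same held at late time points in general, a count test that takes reads as molecules could call a transcript lost when it was only missed.

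Pairs of genes with identical counts in all 3 libraries were found where exons overlap. Among 3117 overlapping pairs with a mean of at least 10 counts for both genes, 105 (3.37%) had identical counts, and 101 of these lay on opposite strands. Among 8663 neighbouring pairs whose exons do not overlap, 0 had identical counts, which allows up to 0.0346%. This is consistent with the counting option in the file header, by which a read counts for each gene it overlaps. In all, 9805 genes (29.9% of those annotated) overlap another gene, and they took 31.9 ± 0.722% (SD, n = 3) of endogenous counts. A library kit that keeps strand was named in the labels, so recounting by strand could separate such pairs, CWLP and AT3G22121 among them.

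Replicate 1 had 0.502 times the endogenous reads per luciferase read of the other 2 libraries. A few abundant genes are argued against as the source, since the ratio was 0.489 without the 10 most abundant genes. More spike-in added to replicate 1 and less RNA captured in it cannot be told apart, because both scale every gene by the same factor. The choice matters for any decay rate built on the normalized table, because under it the median CV of well-covered genes among these replicates was 60.0% instead of 45.0%. Of the 18048 genes, 2932 had a lower CV under spike-in scaling, among them CWLP and AT3G22121, which share their reads and were highest in replicate 1 in CPM.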
